# Transcriptome analysis reveals non-identical microRNA profiles between arterial and venous plasma

**DOI:** 10.18632/oncotarget.15310

**Published:** 2017-02-14

**Authors:** Wenjing Xu, Yuan Zhou, Guoheng Xu, Bin Geng, Qinghua Cui

**Keywords:** circulating microRNA, arterial plasma, venous plasma, expression profile, microarray

## Abstract

Circulating microRNAs presented in venous plasma have been demonstrated as powerful biomarkers for the complex diseases like cancer. Nevertheless, those presented in arterial plasma remained largely unexplored. Here, using microarray technique, we compared microRNA expression profiles of the matched arterial and venous plasma samples from the same male rats. Though the microRNA profiles were largely similar, we identified 24 differentially expressed microRNAs, including 10 arterial highly expressed microRNAs and 14 venous highly expressed microRNAs. The differentially expressed microRNAs were validated by qRT-PCR. Computational analysis of these microRNAs and their targets indicated that arterial highly expressed microRNAs were overrepresented for functional terms like hematopoiesis and diseases like Crohn's Disease and leukemia; while venous highly expressed microRNAs were enriched for cell differentiation function, and diseases like distal myopathies and heart failure. Our analysis also suggested significant correlations between plasma microRNA expression and tissue microRNA expression. Four arterial highly expressed microRNAs also showed enriched expression in specific tissues and would be novel biomarker candidates.

## INTRODUCTION

MicroRNAs, as the core component of the post-transcriptional regulation machinery, play important roles in many biological processes like cell proliferation, differentiation, stress response and apoptosis [1]. Accumulating evidence has suggested the wide associations between deregulation of intracellular microRNAs and complex diseases like cancer, cardiovascular diseases and metabolic diseases [2–5]. Moreover, the microRNAs presented in the blood, also known as circulating microRNAs, were recently proposed to be promising biomarkers and targets for the disease diagnosis and therapy [6–9]. For example, elevated expression of miR-21 in venous plasma was observed in patients with non-small-cell lung carcinoma and gastric cancer [8]. By comparing the venous plasma microRNA expression profiles from patients with Takotsubo cardiomyopathy or acute myocardial infarction, miR-16 and miR-26a were found to be highly expressed in Takotsubo cardiomyopathy patients, while miR-1 and miR-133a were highly expressed in acute myocardial infarction patients. These microRNAs, when used in combination, were proven to be an accurate biomarker for discriminating these clinically indistinguishable, life threatening diseases [9]. Finally, by comprehensive profiling of blood microRNAs from 454 individuals, the deregulated circulating microRNAs across 14 disease situations (including but not limited to lung cancer, pancreatic ductal adenocarcinoma, melanoma) were screened and demonstrated [7].

However, it is noteworthy that most current circulating microRNA biomarkers were discovered in venous blood samples, and the arterial blood samples remained unexplored, partly due to 1) As for the clinical reality, the venous blood sample is used for most cases since it is safer and easier to obtain; 2) As for the biomedical researchers, there is an intuitive, yet non-validated assumption that the microRNA profiles in arterial and venous plasma should be identical. In this study, we examined whether microRNAs were uniformly expressed in matched arterial and venous plasma samples from three healthy male rats using microarray technique (Figure 1). Surprisingly, 24 differentially expressed microRNAs were identified between two groups of plasma samples. The function and disease associations of these microRNAs were analyzed. Finally, we found arterial expression profile of microRNAs exhibited significant positive correlation with tissue microRNA expression profiles, and such correlation was at least comparable to the correlation between venous microRNA expression profile and tissue microRNA expression profiles. MicroRNAs showing enriched expression in specific tissues were also presented in arterial plasma. These results indicate the potential of arterial plasma microRNAs as novel biomarkers for disease prevention and therapy.

**Figure 1:**
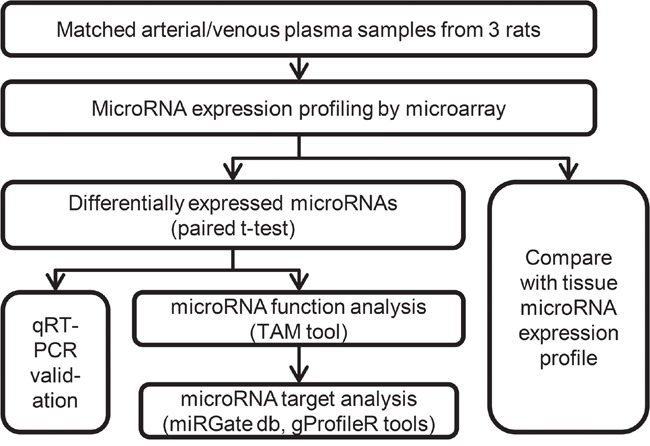
Flow chart depicting the pipeline of this study

## RESULTS

### Non-identical microRNA expression profiles between arterial and venous plasma

We isolated plasma samples from three healthy male rats. For each rat, one arterial plasma sample and one venous plasma sample were obtained, and these matched samples were used for subsequent microarray analysis. 

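Blood plasma from the abdominal aorta (arterial) and the postcava (venous) of 3 male rats aged 10 weeks was hybridized to 6 single-colour Agilent arrays, 1 array for each plasma sample. Each array carries 12128 spots for 758 rat microRNAs, which are covered by 1806 probes with 4 to 16 spots each. The authors deposited the Feature Extraction output of each array, which is not normalized between arrays, and a table of quantile-normalized intensities on the linear scale. For the values given at the claims, the background-subtracted intensities of the spots of a probe were averaged without the spots flagged as outliers, the probes of a microRNA were averaged, the 6 arrays were quantile normalized, values under 1 were set to 1, and the log2 was taken. Arterial and venous samples were compared with limma with the rat as a block, and the plain paired test is called the methods' t-test. Feature Extraction called 174, 165 and 159 microRNAs detected in the arterial plasma of rats 1, 2 and 3, and 137, 175 and 143 in their venous plasma. The mean was 166 ± 7.55 (SD, n = 3) in arterial and 151.7 ± 20.4 (SD, n = 3) in venous plasma, and the difference within rats did not have the same sign in all rats (exact permutation test within rats, two-sided p = 0.5, where 0.25 is the smallest p that 3 pairs allow). On all 6 arrays 126 microRNAs were detected, and 557 were detected on none. After quantile normalization 378 microRNAs stayed under 1 on every array, so that they carried no measured difference. No spot of a rat microRNA was saturated. Both arrays of rats 1 and 2 lie on 1 slide and both arrays of rat 3 on another, so that slide and scan do not separate arterial from venous samples, and the number of arrays limits the precision of every comparison.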

Because the plasma samples were exactly matched, we adopted paired t-test and a P-value cutoff of 0.025 to identify differentially expressed microRNAs. In line with the intuitive assumption, the microRNA expression profiles in arterial and venous plasma samples were highly similar (Spearman correlation coefficient = 0.863, P-value < 1e-200). However, these profiles were not identical since 24 differentially expressed microRNAs were identified between two groups, including 10 arterial highly expressed microRNAs and 14 venous highly expressed microRNAs (Table 1). 

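Across the 758 microRNAs, the mean log2 intensities of the arterial and venous samples had a Spearman correlation of 0.937 (Pearson 0.992). MicroRNAs are not independent replicates, so no p-value is given for it. The alternative that moved this value most was the authors' quantile-normalized table, in which the log2 means gave 0.871 and the linear means 0.864. In that table the correlation was 0.971 over the 126 microRNAs detected on every array and 0.711 over the 557 detected on none. Between single samples, the Spearman correlation of the arterial and the venous sample of 1 rat was 0.917, 0.923 and 0.880 in rats 1, 2 and 3, or 0.907 ± 0.0230 (SD, n = 3 rats). Samples of the same plasma type from different rats had correlations of 0.852 to 0.906 among arterial and 0.834 to 0.884 among venous samples, with means of 0.884 and 0.856, so that on average the 2 profiles of 1 rat were no further apart than profiles of 1 plasma type from different rats.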

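In the intensities of all spots, limma with the rat as a block gave 4 microRNAs higher in arterial and 2 higher in venous plasma at the unadjusted p-value cutoff of 0.025. None of the 758 passed an adjusted p of 0.05 with Benjamini-Hochberg adjustment in limma, where the smallest adjusted p was 0.241, and 12 had an unadjusted p of 0.05 or less. The methods' t-test on the same values called 2 in each direction at the same cutoff and none after Benjamini-Hochberg adjustment. The 4 higher in arterial plasma were rno-miR-628, rno-miR-883-5p, rno-miR-3584-5p and rno-miR-125a-5p, and the 2 higher in venous plasma were rno-miR-378b and rno-miR-342-3p. Of these rno-miR-628, rno-miR-883-5p and rno-miR-125a-5p are named after their values were seen, and rno-miR-628 was detected on no array. The call counts moved most without rat 1, to 19 higher in arterial and 14 higher in venous plasma.
Among the 24 microRNAs of Table 1, 7 were detected on all 6 arrays, rno-miR-139-5p was detected on 2 arrays, and 16 were detected on none. The 7 comprise 5 listed as arterial (rno-miR-423-5p, rno-miR-139-3p, rno-miR-125b-5p, rno-miR-126a-3p and rno-miR-874-3p) and 2 listed as venous (rno-miR-500-3p and rno-miR-342-3p). In the intensities of all spots 17 of the 24 had a measured difference, each in the direction of Table 1, and the other 7 were under 1 on every array. The list was chosen on these same samples, so that these directions are no separate evidence. For rno-miR-196a-5p, rno-miR-325-3p, rno-miR-206-5p and rno-miR-503-5p the value was under 1 on 5 of the 6 arrays, so that the difference rests on 1 array. Of the 24, only rno-miR-342-3p was past the cutoff, with a log2 difference (arterial minus venous) of -0.41 (standard error 0.0442, adjusted p = 1 from limma). When only the 126 microRNAs detected on every array were fitted, which steadies limma's estimate of the spread, its standard error was 0.169 and it was not past the cutoff (adjusted p = 0.646 from limma). Of 25 alternatives, 11 kept it past the cutoff in this direction. With limma p-values adjusted over the list alone, a list that the paper chose on these samples, none passed 0.05. With the two-sided paired p-values of the linear values in the authors' quantile-normalized table, all 24 passed 0.05 over the list alone. Since the list was chosen by p-values from the same samples, this is no separate evidence.
In the authors' quantile-normalized table, with the probes of a microRNA averaged, a paired test on the linear values called 6 arterial and 5 venous microRNAs at a two-sided p of 0.025, all of them in Table 1. When the p-value was taken one-sided, the same test called 10 arterial and 14 venous microRNAs, and these were the 24 of Table 1. This setting was chosen after the data were seen. None of the two-sided p-values of the linear values passed 0.05 after Benjamini-Hochberg adjustment over all 758. The smallest adjusted value was 0.874, and 24 had an unadjusted p of 0.05 or less. On the log2 values of the same table, the methods' t-test called 1 after adjustment, rno-miR-125b-5p (adjusted p = 0.0346). limma on these log2 values called none, with a smallest adjusted p of 0.0843. From the 24 differentially expressed microRNAs, the paper concludes that the arterial and venous profiles are not identical. It rests this also on quantitative PCR in other rats, where the 5 microRNAs measured differed significantly in the direction of the arrays. Those measurements were not analysed here.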

A heat map of these differentially expressed microRNAs is shown in Figure 2A. It could be observed that the matched samples from the same individual were clustered together, but the expression of these differentially expressed microRNAs exhibited consistent changes between two groups of plasma samples for all individuals. For example, rno-miR-139-3p was consistently up-regulated in arterial plasma compared with venous plasma, though the absolute expression level might vary between individuals (Table 1). 

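With 1 minus the Spearman correlation over all 758 microRNAs as the distance, 4 of the 6 samples had the other sample of the same rat as their nearest neighbour. Average-linkage clustering was cut into 3 clusters, and only 1 rat then had its 2 samples alone in a cluster. A pair that another sample joined before the cut was not counted. Over the 126 microRNAs detected on every array, all 6 samples were nearest to the other sample of their rat and each of the 3 rats formed its own cluster. Over all alternatives the count ranged from 2 of 6 samples and no rat in a cluster of its own, with the total gene signal of Feature Extraction, to 6 of 6 samples and all 3 rats, with a floor of 0.1 and with only the microRNAs detected on at least 1 array or on all. For the 24 microRNAs of Table 1, scaled by row with Euclidean distance, the count was 6 of 6 in the authors' quantile-normalized table and 3 of 6 in the intensities of all spots, where 17 microRNAs varied.
In the authors' table all 24 microRNAs changed in the same direction in all 3 rats. In the intensities of all spots this held for 5 of the 24, of which 4 were detected on all arrays, rno-miR-423-5p, rno-miR-139-3p, rno-miR-125b-5p and rno-miR-342-3p. A microRNA with a difference of exactly 0 in a rat, under the floor or from equal ranks in quantile normalization, was not counted as changed the same way. Among the 126 microRNAs detected on every array, 25 (19.8%) changed the same way in all 3 rats, 12 toward arterial and 13 toward venous plasma. A random direction in each rat would give 25%, or less because differences of exactly 0 were not counted.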

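rno-miR-139-3p was detected on all 6 arrays. Its normalized log2 intensity was 5.36 ± 0.32 (SD, n = 3) in arterial and 4.20 ± 0.49 (SD, n = 3) in venous plasma. The arterial value exceeded the venous value by 0.80 in rat 1, 1.07 in rat 2 and 1.59 in rat 3. The mean log2 difference was 1.16 with a standard error of 0.221, just outside the cutoff of 0.025, and the adjusted p from limma was 1. When only the 126 microRNAs detected on every array were fitted, which steadies limma's estimate of the spread, the difference was past the cutoff and the adjusted p from limma was 0.203. For a change in the same direction in all 3 rats the exact two-sided permutation p is 0.25, the smallest that 3 pairs allow. Without rat 1, 2 or 3 in turn the log2 difference was 1.33, 1.20 and 0.94. The other arm of the same hairpin, rno-miR-139-5p, was detected on 1 arterial and 1 venous array and had a log2 difference of -0.03 (standard error 0.242, adjusted p = 1 from limma). In the RefSeq annotation of the GRCr8 assembly the gene of this hairpin is Mir139, a neighbour of Pde2a. rno-miR-423-5p was likewise higher in the arterial plasma of all rats, by 0.35, 0.57 and 0.73 in rats 1, 2 and 3 (mean 0.55, standard error 0.104, adjusted p = 1 from limma).

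**Figure D1:**
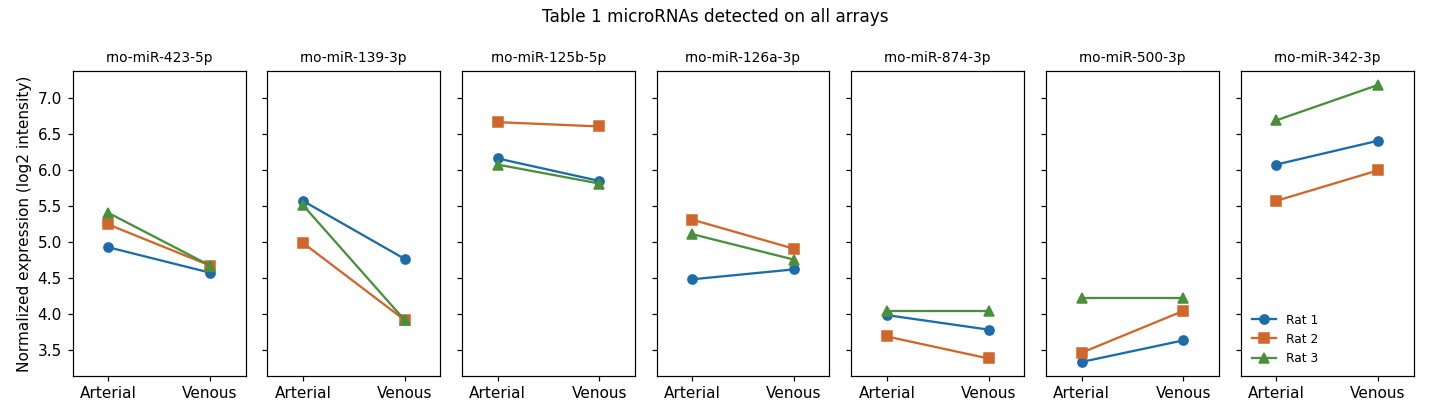
Normalized expression (log2 intensity) of the 7 microRNAs of Table 1 detected on all 6 arrays, with 1 line for each of the 3 rats joining its arterial and venous sample. rno-miR-139-3p fell from arterial to venous plasma in all 3 rats, by 0.80 to 1.59, while rno-miR-126a-3p was lower in the arterial plasma of rat 1 and rno-miR-874-3p and rno-miR-500-3p had equal ranks on the arrays of rat 3, to which quantile normalization gives equal values.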

To test whether the identified consistently changed microRNAs could be randomly expected, we shuffled the expression profile of each plasma sample and re-performed the paired t-test for 100 times. As shown in Figure 2B, the observed number of differentially expressed microRNAs was obviously higher than the number resulted from the randomized expression profiles (4 and 8 on average, for arterial and venous plasma samples, respectively). This result indicated that the observed differentially expressed microRNAs were non-random.

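The shuffle was repeated 100 times with the methods' t-test. In the intensities of all spots, a shuffled profile gave on average 2.11 ± 0.141 (SE, 100 shuffles) arterial and 2.21 ± 0.144 venous microRNAs at a two-sided p of 0.025, against 2 and 2 observed, and 59 of the 100 shuffles gave at least as many calls. In the log2 values of the authors' quantile-normalized table the averages were 2.62 arterial and 4.93 venous against 8 and 6 observed, and 2 shuffles gave as many calls. With the p-value taken one-sided on the linear values of that table, the averages were 4.43 ± 0.199 arterial and 8.88 ± 0.313 venous against 10 and 14 observed, and 1 shuffle gave as many calls.
Shuffling microRNAs within a sample also removes the level that a microRNA has in common in the 2 samples of a rat. The labels arterial and venous were therefore also swapped within 1 rat at a time, which keeps each microRNA's levels. In the authors' table the one-sided test called 24 microRNAs with the true labels, 16 with the labels of rat 1 swapped, 27 with those of rat 2 and 27 with those of rat 3. In the intensities of all spots the two-sided counts were 4 with the true labels and 4, 5 and 4 with the swaps. The paper concludes from its comparison with shuffled profiles that the differentially expressed microRNAs were non-random.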

**Table 1:** Differentially expressed microRNAs between the arterial plasma and venous plasma

microRNA	Group	Fold Change*	P-value	Consistency**
rno-miR-423-5p	Arterial	1.180	0.002	Yes
rno-miR-196a-5p	Arterial	1.011	0.005	Yes
rno-miR-139-3p	Arterial	1.439	0.006	Yes
rno-miR-125b-5p	Arterial	1.103	0.007	Yes
rno-miR-543-3p	Arterial	1.048	0.007	Yes
rno-miR-148b-3p	Arterial	1.019	0.009	Yes
rno-miR-126a-3p	Arterial	1.070	0.016	Yes
rno-miR-196b-3p	Arterial	1.020	0.019	Yes
rno-miR-539-3p	Arterial	1.045	0.021	Yes
rno-miR-874-3p	Arterial	1.035	0.025	Yes
rno-miR-7a-2-3p	Venous	1.050	0.002	Yes
rno-miR-340-3p	Venous	1.060	0.002	Yes
rno-miR-1-3p	Venous	1.020	0.008	Yes
rno-miR-1843a-3p***	Venous	1.056	0.010	Yes
rno-miR-325-3p	Venous	1.044	0.012	Yes
rno-miR-500-3p	Venous	1.095	0.013	Yes
rno-miR-206-5p	Venous	1.032	0.015	Yes
rno-miR-139-5p	Venous	1.027	0.017	Yes
rno-miR-183-3p	Venous	1.019	0.017	Yes
rno-miR-421-5p	Venous	1.024	0.019	Yes
rno-miR-503-5p	Venous	1.043	0.020	Yes
rno-miR-342-3p	Venous	1.083	0.020	Yes
rno-miR-200c-5p	Venous	1.062	0.021	Yes
rno-miR-207	Venous	1.039	0.023	Yes

* MicroRNAs differentially expressed between two groups were identified by paired t-test with the P-value cutoff of 0.25. Differentially expressed microRNAs were sorted by P-value. For each microRNA, the fold change was calculated by comparing the mean normalized expression value from one group against that from another group.

** Whether this microRNA showed consistent higher expression in one plasma sample group compared with the matched samples from the other group.

*** This microRNA has no human homolog.

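The fold changes of Table 1 were recomputed from the authors' quantile-normalized table as the mean linear intensity of 1 group over that of the other. All 24 equal the values of Table 1 to 3 decimals, and 21 of the 24 one-sided p-values do, with the other 3 within 0.001. Within each array, the intensities of this table rank the probes exactly as the raw median brightness of the first listed spot of each probe (Spearman 1 on every array), where most probes have 8 spots, and they range from 31.92 to 7515 because the background was not subtracted. The fold changes therefore compare intensities that include the background. For the 16 microRNAs of Table 1 detected on no array, group means in this table lie between 37.6 and 43.4 and fold changes between 1.01 and 1.06. For the 7 detected on all arrays, fold changes lie between 1.03 and 1.44. After background subtraction over all spots, ratios were taken from the mean log2 difference and not from the mean linear intensities. The ratio of arterial to venous intensity was 2.23 for rno-miR-139-3p, 1.46 for rno-miR-423-5p, 1.16 for rno-miR-125b-5p, 1.15 for rno-miR-126a-3p and 1.12 for rno-miR-874-3p. The ratio of venous to arterial intensity was 1.33 for rno-miR-342-3p and 1.23 for rno-miR-500-3p. For the 16 detected on no array no such ratio is given, since neither group is above background.

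**Figure D2:**
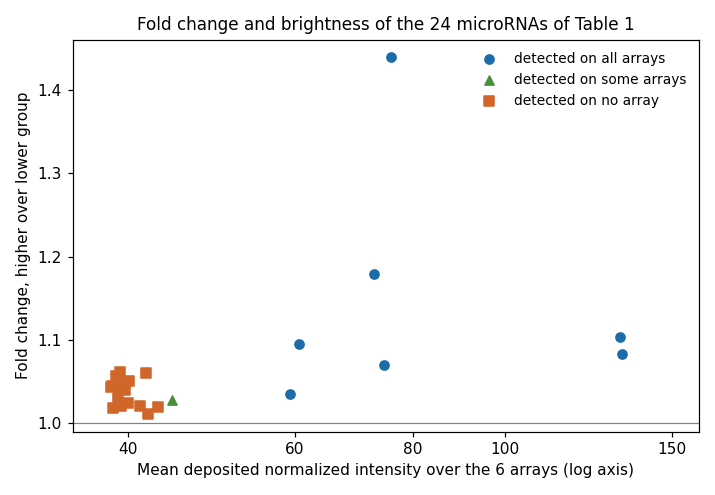
Fold change of the 24 microRNAs of Table 1, higher over lower group, against their mean deposited normalized intensity over the 6 arrays on a log axis, both computed from the authors' quantile-normalized table, with 1 point for each microRNA. The 16 detected on no array lie between intensities of 38.4 and 43.0 with fold changes of at most 1.06, and rno-miR-139-3p has the highest fold change, 1.44.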

**Figure 2:**
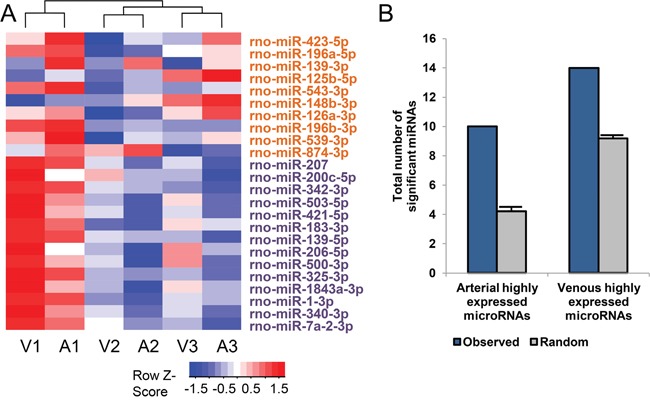
The 24 differentially expressed microRNAs between arterial and venous plasma **A**. Heatmap showing the expression pattern of 24 differentially expressed microRNAs. Samples were hierarchically clustered and the heatmap was scaled by rows (microRNAs). A1, A2, A3 indicate arterial plasma samples from three male rats, while V1, V2, V3 indicate matched venous plasma samples from the same rats. MicroRNAs highly expressed in arterial and venous plasma were labeled orange and violet, respectively. **B**. Comparison of the observed number of differentially expressed microRNAs and the number resulted from the randomized expression profiles. More specifically, 100 randomly shuffled profiles were tested by paired t-test to find if equivalent number of differentially expressed microRNAs could also be identified from these randomized expression profiles. Error bars indicate standard error.

Since there was non-negligible influence of individual variability on the plasma microRNA expression profiles, an orthogonal validation assay with increased sample size was naturally required. For doing so, we re-sampled arterial and venous plasma from eight healthy male rats, and examined the expression changes by qRT-PCR. Five differentially expressed microRNAs were randomly selected for validation, including three arterial highly expressed microRNAs (rno-miR-139-3p, rno-miR-423-5p, rno-miR-125b-5p) and two venous highly expressed microRNAs (rno-miR-1-3p, rno-miR-340-3p). All microRNAs exhibited significant differential expression according to the results of qRT-PCR assay, and the direction of expression changes was fully agreed with the observations from microarray analysis (Figure 3). These results validated the significant differentially expressed microRNAs, and thus non-identical microRNA expression profiles between arterial and venous plasma.

**Figure 3:**
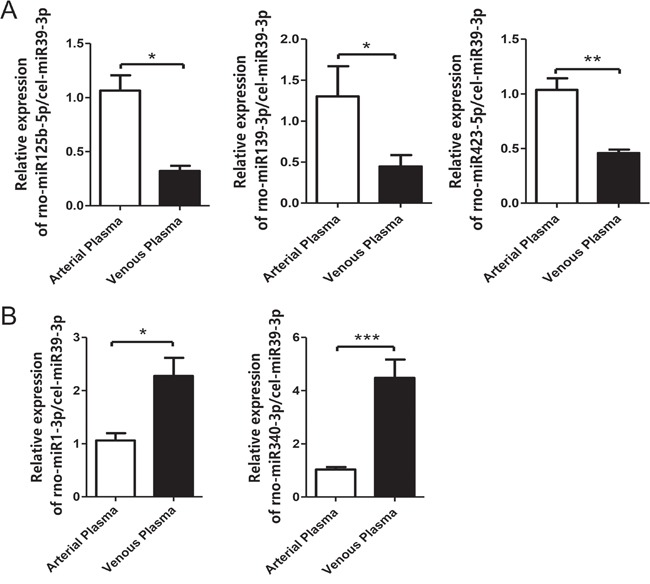
Validation of the differentially expressed microRNAs by qRT-PCR The *C. elegans* cel-miR-39-3p was used as the spike-in control. The results for arterial highly expressed microRNAs and venous highly expressed microRNAs were shown in panels **A**. and **B**., respectively. Error bars indicate standard error. Significance: * P-value <0.05, ** P-value <0.01, *** P-value <0.001.

### Functional and disease associations of differentially expressed microRNAs

We tried to explore the enriched functions and associated human diseases of the 24 differentially expressed microRNAs by TAM tool [3]. Unfortunately however, the default FDR cutoff did not result in any significant terms. One reason was that the functions of most differentially expressed microRNAs have not been well understood. Therefore, we re-performed the analysis with a loosed P-value cutoff of 0.01 (Figure 4). The results indicated that the arterial highly expressed microRNAs were overrepresented for hematopoiesis function (P-value = 9.15e-4), and the related disease term of precursor B-cell lymphoblastic leukemia-lymphoma (P-value = 4.96e-3). This association was mainly contributed by miR-125b and miR-126. The top enriched disease was Crohn' disease (P-value = 2.46e-4), which was contributed by miR-196a and miR-196b. The aforementioned four microRNAs also greatly contributed to the associations with other significant disease terms including endometriosis (P-value = 4.20e-3), adrenocortical carcinoma (P-value = 4.58e-3), stomach neoplasms (P-value = 4.96e-3), indicating that the function and disease association of most arterially highly expressed microRNAs awaits further experimental and clinical investigations. By contrast, the top enriched function terms for venous highly expressed microRNAs were cell differentiation. MiR-1 and miR-206 contributed the association with this term and related diseases like distal myopathies (P-value = 4.77e-3), musculoskeletal abnormalities (P-value = 1.34e-3) and rhabdomyosarcoma (P-value = 4.35e-3). Unlike the case of arterial highly expressed microRNAs, multiple microRNAs could contribute to the overrepresented terms. For example, seven microRNAs, including miR-1, miR-200c, miR-340, miR-342, miR-325, miR-139 and miR-500 contributed to the association with heart failure (P-value = 2.74e-3). This observation was in line with the fact that most previous studies of circulating microRNA were performed in venous samples, and therefore the function of venous highly expressed microRNAs were much better understood. Finally, we validated the significant terms by testing whether these terms could also be identified among 1000 sets of random microRNAs (each set contained 14 or 10 microRNAs, respectively) by using TAM tool with the same threshold. The total number of random sets associated with one significant term was labeled after the term name in Figure 4. We found the terms associated with the observed sets of differentially expressed microRNAs were rarely identified when testing random microRNA sets (0 to 8 times in 1000 random sets), indicating the significant terms in Figure 4 were not randomly expected (empirical P-value <0.01).

**Figure 4:**
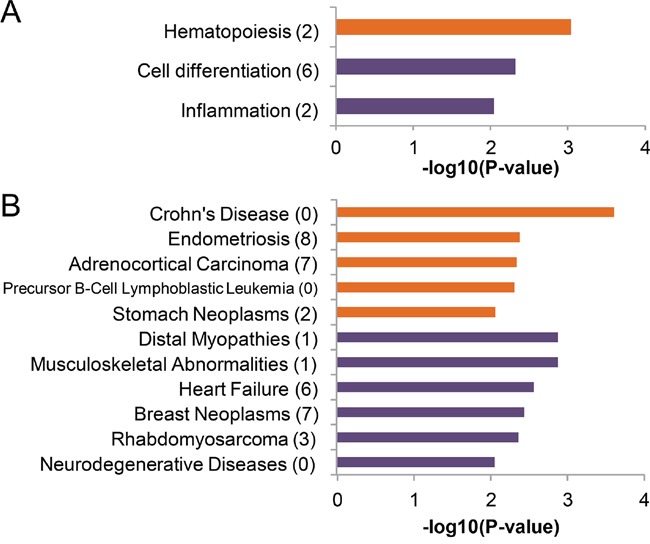
Enriched function and diseases of the differentially expressed microRNAs The nominal significant terms (P-value<0.01) with respect to **A**. function and **B**. diseases were listed here. The enriched terms of arterial highly expressed microRNAs and venous highly expressed microRNAs were indicated by orange and violet bars, respectively. We also tested if these terms could also be obtained from 1000 random set of equal number of microRNAs. The number of random sets showing association with the certain term was labeled in the parenthesis after the term name. Since no term was detected from more than 10 out of 1000 random sets, empirical P-values < 0.01 of all the listed terms were suggested.

### Functional enrichment analysis of the targets of the differentially expressed microRNAs

In above analysis, no overlapped significant terms were found between the two groups of differentially expressed microRNAs. This could be resulted from the limited knowledge about these microRNAs. To address this issue, we further analyzed the enriched function of the shared and exclusive targets of them. The high-confident targets (transcripts) were retrieved from the miRGate database [10], and 1957 arterial exclusive targets, 1232 venous exclusive targets and 333 shared targets were obtained. The enriched function of each group of microRNA targets were analyzed and clustered by gProfileR software package [11]. A corrected P-value (by Benjamini-Hochberg correction) of 0.05 was adopted for significant terms. Interestingly, we found the shared targets of arterial and venous highly expressed microRNAs were enriched in the cell development-related terms (Figure 5) like regulation of multicellular organismal development (corrected P-value = 1.94e-3) and cell growth (corrected P-value = 2.06e-2). Especially, the urogenital system development (corrected P-value = 8.13e-3) and vasculature development (corrected P-value = 2.92e-2) were enriched. For arterial exclusive targets, they were enriched not only enriched in cell development-related terms, but also in the positive regulation of lipid kinase activity (corrected P-value = 1.63e-3) and bicellular tight junction assembly (corrected P-value = 3.71e-3). We did not find specific terms associated with venous exclusive targets. When using DAVID 6.7 tool [12] instead, no significant enriched functional terms were detected for shared targets and venous exclusive targets. Analyzing all targets of venous highly expressed microRNA showed that their significant enriched terms were mostly covered by the terms associated with the shared targets. Finally, we noted that most of the enriched function terms listed in Figure 5 were general rather than specific. To test if these general terms could be detected by chance, for each group of targets, we assembled 1000 random target sets of the same size, and re-performed the functional enrichment analysis by gProfileR. The results indicated that the terms listed in Figure 5 could be identified in at most 18 out of 1000 random target set, suggesting empirical P-values < 0.02. Many terms could only be found in less than 10 ransom sets, indicating non-random term association with empirical P-values < 0.01.

**Figure 5:**
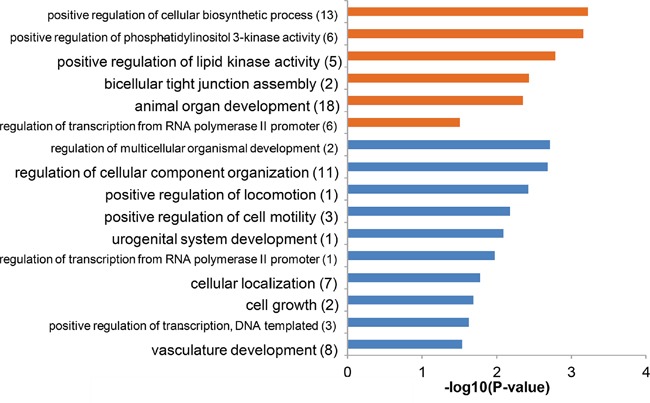
Enriched function of the targets of the differentially expressed microRNAs Representative significantly enriched terms (corrected P-value cutoff of 0.05, redundant terms removed by gProfileR) were listed here. The enriched terms of genes targeted by arterial highly expressed microRNAs only (i.e. arterial exclusive targets) were indicated by orange bars, while those of genes targeted by both arterial highly expressed microRNAs and venous highly expressed microRNAs (i.e. shared targets) were indicated by blue bars. We also tested if these terms could also be obtained from 1000 random set of equal number of targets. The number of random sets showing association with the certain term was labeled in the parenthesis after the term name. Since no term was detected from more than 20 out of 1000 random sets, empirical P-values < 0.02 of all the listed terms were suggested.

### Comparison with tissue expression profiles of microRNAs

An intriguing feature of circulating microRNA biomarkers is that their blood expression profiles are correlated with their expression profiles in tissues. Previous analysis of human microRNA expression profiles indicated that the venous blood expression was correlated with the tissue expression [6]. Here, we also compared the venous plasma microRNA expression profile measured by microarray here, with the microRNA expression profiles across 20 tissues measured by next-generation sequencing technique from Rat MicroRNA Body Atlas [13]. Interestingly, despite the technical differences, the venous plasma microRNA expression profile showed significant correlation with all of the tissue expression profiles (Spearman correlation coefficient > 0.25, and P-value of correlation < 1e-10; see also Figure 6). The venous plasma expression profile was most similar to that of liver, mimicking the previous analysis in human [6]. And expression profiles in several brain parts and the testicle exhibited lowest correlations, perhaps due to the existence of the blood-brain barrier and blood-testis barrier, respectively. We further analyzed the arterial plasma microRNA expression profile. As illustrated in Figure 6, the pattern of correlations was similar. Moreover, the arterial plasma microRNA expression profile showed slightly higher correlation with the tissue expression profiles.

**Figure 6:**
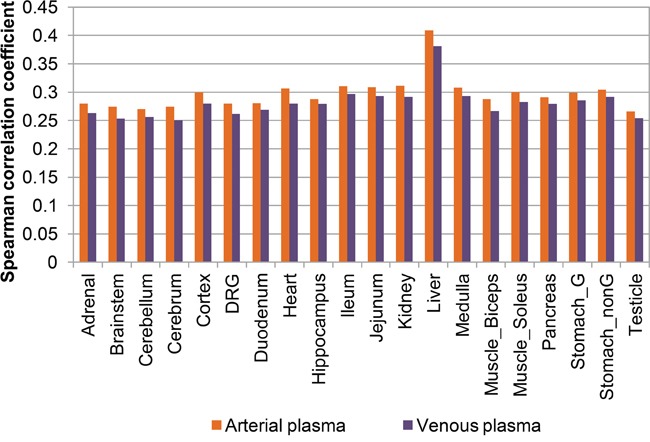
Expression correlation between plasma microRNAs and tissue microRNAs The correlation coefficient of arterial highly expressed microRNAs (orange bars) and venous highly expressed microRNAs (violet bars) with expression profiles of 20 different tissues were shown. Tissue abbreviations shown in this figure were: DRG, dorsal root ganglion; Stomach_G, glandular stomach; Stomach_nonG, non-glandular stomach.

Another concern is the specificity of the correlation between plasma microRNA expression and tissue microRNA expression. Though not all of the differentially expressed microRNAs identified in this study showed specific expression in certain tissues, several microRNAs with enriched expression in specific tissues could be found (Table 2). These microRNAs could serve as the promising candidates of circulating microRNA biomarkers for disease diagnosis and therapy.

**Table 2:** Enriched tissue expression of the differentially expressed microRNAs

microRNA	Group	Tissue with enriched expression	Related disease association*
rno-miR-196a-5p	Arterial	Muscle	-
rno-miR-539-3p	Arterial	Cerebrum, Hippocampus	Autistic disorder, Medulloblastoma
rno-miR-543-3p	Arterial	Cerebrum, Hippocampus, Brainstem	-
rno-miR-874-3p	Arterial	Cerebrum, Hippocampus	-
rno-miR-1a-3p	Venous	Muscle, Heart	Cardiac hypertrophy, Arrhythmogenesis
rno-miR-7a-2-3p	Venous	Hippocampus, Cerebrum	Autistic disorder, Schizophrenia, Neurilemmoma, Neurofibromatosis
rno-miR-325-3p	Venous	Cerebrum, Brainstem	-

* Only diseases related with the tissue where the microRNA exhibited enriched expression were listed. See discussion in main text for more detailed description about these microRNA-disease associations.

## DISCUSSION

Circulating non-coding RNAs (including microRNAs and long non-coding RNAs) have been increasingly noticed due to its stable existence in (venous) blood [7, 14], and its wide disease associations [2, 4, 8, 9]. Our analysis has demonstrated the non-identical microRNA expression profiles between arterial plasma and venous plasma. Interestingly, the arterial highly expressed microRNAs exhibited enriched functional terms and disease association that were not shared with venous highly expressed microRNAs (Figures 4 and 5). Moreover, the arterial plasma microRNA expression profile showed slightly higher correlation with tissue microRNA expression profiles (Figure 6). These observations together suggested novel biological importance of circulating microRNA presented in arterial plasma.

Our analysis also indicated intriguing correlation between plasma expression and specific tissue expression for several microRNAs (Table 2). These microRNAs have potential to be interesting biomarkers for disease diagnosis and therapy. Indeed, by searching against the well-established HMDD database [4], miR2Disease database [2] and recent literature, we found that a few of them have already been proposed to be associated with specific diseases. For example, miR-1 was a microRNA enriched in muscle and heart. It could relieve cardiomyocyte hypertrophy [15] and promote arrhythmogenesis in coronary artery disease [16]. And circulating miR-1 was demonstrated as a biomarker for cardiovascular diseases [17]. Another venous highly expressed microRNA miR-7 was enriched in nervous system. This microRNA was proposed to be associated with multiple nervous system disorders like autistic disorder [18] and schizophrenia [19], and act as tumor suppressor against schwannoma tumors [20]. Over-expression of miR-7 in venous plasma was also demonstrated as a biomarker of schizophrenia [21]. Likewise, the arterial highly expressed microRNA miR-539 showed elevated expression in the abnormal tissue in autistic disorder and medulloblastoma [18, 22]. But the capability of circulating miR-539 as the disease biomarker has not been tested. Moreover, for most arterial highly expressed microRNAs, their function and disease association await further investigation (Table 2).

In summary, our analysis indicated the potential significance of arterial circulating microRNAs. However, two important questions wait to be answered by future investigation. First, the casual factor of differential expression between arterial plasma and venous plasma remained elusive. Tissue release of microRNAs to the blood may play a critical role [6, 8], but the contribution of deregulated microRNAs in blood cells should also not be omitted. For instance, we noticed some hypoxia-responsive microRNAs [23] were differentially expressed. Such differential expression would be partly resulted from the altered blood cell microRNA expression profile in response to the altered oxygen content. Second, we only compared the microRNA expression profiles from healthy rats. To test the biomarker capability of arterial plasma microRNAs, their changes under disease conditions should be extensively investigated for the discovery of the novel biomarker.

## MATERIALS AND METHODS

### Ethics statement

Investigation has been conducted in accordance with the Declaration of Helsinki, Animal Management Rules of the Ministry of Health of the People's Republic of China and the guide for the Care and Use of the Laboratory Animals of Peking University. It has been approved by the authors' institutional review board. More specifically, male 10-week-old SD rats (280–300 g) were provided by the Animal Department, Health Science Center, Peking University. All the animals were housed in standard cages in a temperature- and humidity-controlled environment, on a 12 h light/dark cycle, with free access to water. All animal care and experimental protocols were approved by the Peking University Animal Ethics Committee.

### Plasma RNA isolation

Total 3mL of arterial or venous blood was collected from abdominal aorta or postcava respectively. And then blood was transferred into an anti-coagulation tube (EDTA, prepared with DEPC water) containing RNAase inhibitor. Plasma was obtained by centrifugation at 1600 g for 10 min, and the supernatant was centrifuged at 16000 g for 5 min at 4°C. Then the plasma was filtered through a 0.22-μm filter (MILLEXGV; Millipore). RNA was extracted using the miRNeasy Serum/Plasma kit (Qiagen; Valencia, CA) according to the manufacturer's protocol with modifications as recommended in previous studies [24, 25].

### Microarray analysis

The microRNA expression profiles from arterial or venous plasma samples were analyzed using the Agilent Rat miRNA V21.0 Microarray (SuperBiotek Corp, Shanghai, China) which covers 758 rat microRNAs. High quality microRNAs were Cy3 labeled using miRNA Complete Labeling and Hyb Kit (Agilent, USA) according to the manufacturer's guidelines. The microarray hybridization, washing and scanning were performed following the standard Agilent pipeline. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies). The differentially expressed microRNAs between arterial and venous plasma were compared using the paired t-test and P-value cutoff of 0.025. The entire datasets described here are available from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; accession number GSE90098).

### qRT-PCR assays

cDNA samples were prepared from total RNA of plasma. In total, 3 up-regulated and 2 down-regulated microRNAs in arterial plasma were analyzed by SYBR green I dye-based detection with specific primers. The relative expression of microRNA was determined by the 2^−ΔΔCt^ method with Spike-In Control (cel-miR-39-3p) expression to normalize the data. All the primers for rno-miR-423-5p, rno-miR-340-3p, rno-miR-139-3p, rno-miR-1-3p and rno-miR-125b-5p and *C. elegans* microRNA control cel-miR-39 were synthesized by RIBOBIO.

### microRNA functional and disease association analysis

The functional enrichment and disease association analysis of differentially expressed microRNAs were performed by using the TAM tool [3] with default parameters of TAM and version 2 of the annotation set. Because the default FDR threshold of TAM resulted in no significant terms, a P-value cutoff of 0.01 was applied instead. Note also that the rat microRNAs were mapped to their human orthologs before analysis since the TAM tool only support human microRNAs.

### Function enrichment analysis of the microRNA targets

We retrieved the microRNA target datasets from miRGate [10] database. For each differentially expressed microRNA, only the targets which were experimentally validated or supported by at least three independent predictions were retained. Targets exclusive to highly expressed microRNAs or venous highly expressed microRNAs, and those shared by these two groups of microRNAs were separately analyzed by gProfileR software package (v0.6.1) in R [11]. The Benjamini-Hochberg corrected P-value threshold of 0.05 was used to determine the significant functional terms. The significant functional terms were filtered using the ' Best Per Parent' criterion provided by gProfileR to avoid redundancy.

### Comparison with tissue microRNA expression profiles

The microRNA expression profiles across 20 tissues were obtained from Rat MicroRNA Body Atlas [13], and compared with the plasma microRNA expression profiles in this study by Spearman correlation coefficient. Note that only male rat tissue samples were considered. The tissue-enriched microRNAs were obtained from the same study.

## Abbreviations

qRT-PCR: real-time quantitative reverse transcription polymerase chain reaction
FDR: false discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

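Plasma microRNAs of 3 male rats were measured in arterial plasma from the abdominal aorta and venous plasma from the postcava, with 1 single-colour Agilent Rat miRNA array for each of the 6 samples. Arterial and venous samples with the same number come from the same rat, as the paper states, and were paired by it. In these values the 2 samples of a rat had a mean Spearman correlation of 0.941 over the 126 microRNAs detected on every array, against 0.853 for an arterial and a venous sample of different rats.

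The authors deposited 2 kinds of values. The first are intensities of each spot as written by Agilent Feature Extraction, with the local background subtracted from the processed intensity and no normalization between arrays. The paper gives version 11.0.1.1 of that software and the array files give 10.7.3.1. The second is a table of linear intensities for each probe that the authors quantile normalized across the arrays with GeneSpring. Within each array this table ranks the probes exactly as the raw median brightness of the first listed spot of each probe, without background subtraction. The paper's text does not name the spot intensity that entered it. All 6 columns of this table were matched to samples.

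For the values given here, control spots and spots flagged as outliers (8.72 to 10.4% of the spots of an array) were left out, the processed intensities of the spots of a probe and then the probes of a microRNA were averaged on the linear scale, the arrays were quantile normalized over 758 microRNAs, values under a floor of 1 were set to 1, and the log2 was taken. Of the microRNAs, 207 were above the floor on every array and 378 on none. Differences are arterial minus venous. They were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, rat as block, two-sided) at the paper's cutoff of 0.025 and at a Benjamini-Hochberg adjusted p of 0.05. Because many microRNAs had no spread at the floor, limma's prior carried only 0.198 degrees of freedom in this fit, and 3.22 when only microRNAs detected on all arrays were fitted. The methods' t-test was run on the same values. Correlations, clustering, permutations and shuffles (100, with a fixed seed) used Python 3.11.15 with scipy 1.17.1.

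Between 137 and 175 microRNAs (18.1 to 23.1% of 758) were detected on an array, and between 13.2 and 16.7% of the spots were well above background. The median processed intensity of the 126 microRNAs detected on every array was 35.4, 41.8 and 30.1 in the arterial plasma of rats 1, 2 and 3 and 21.8, 52.9 and 17.2 in their venous plasma. The number of arrays limits the precision.

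The steps were tested on simulated data made from the same samples for the comparison of arterial with venous plasma, with 100 microRNAs changed by 1 to 3 on the log2 scale. Limma over all 758 microRNAs recovered 80 of the 100 at the cutoff and called 5.71% of the unchanged microRNAs that varied. At an adjusted p of 0.05 in limma it recovered 26 of the 100, so that a count of 0 over all 758 leaves room for true changes of this size. Over the 126 microRNAs detected on all arrays it recovered 60 of 63, at the cutoff and at an adjusted p of 0.05 alike, and called 4.76% of the unchanged at the cutoff. With 63 of 126 changed, an adjusted p of 0.05 is easier to reach than when few are changed. In the data, the absolute log2 difference of these 126 had a median of 0.169 and a largest value of 1.16. Recovery of changes under 1 was not simulated. The methods' t-test over all 758 recovered 78 of the 100 at the cutoff and 22 after adjustment.

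The microRNAs named in the text are those of Tables 1 and 2, the 5 with the smallest limma p in each direction among microRNAs detected on all 6 arrays and changed the same way in all 3 rats, and the members of 4 marker lists (erythrocyte, platelet and leukocyte, liver, muscle) detected on at least 3 arrays. Outside this rule, rno-miR-628, rno-miR-883-5p and rno-miR-125a-5p are named because they passed the cutoff, after their values were seen. The rule, the main settings and the alternatives not marked otherwise were fixed before the data were examined. The alternatives changed the normalization between arrays, the intensity used, the summary of probes, the floor, the filter on dim microRNAs, the test, the block and the rats used. The quantitative PCR, the functional enrichment and the tissue atlas comparisons of the paper were not analysed here. Gene names come from the array files and from the RefSeq annotation of GRCr8, which is another assembly than that of the array design, so that no coordinates are given.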

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

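The test of scaling reported here was fixed before its values were computed, and the microRNAs were chosen because they passed the cutoff. In limma, 4 microRNAs outside Table 1, which the paper does not discuss, were past the unadjusted cutoff of 0.025 and were detected on at least 1 array. The log2 difference (arterial minus venous) was 1.05 for rno-miR-3584-5p and -0.49 for rno-miR-378b, both detected on all 6 arrays. It was 2.02 for rno-miR-883-5p and 0.55 for rno-miR-125a-5p, both detected on 3 arterial arrays and 1 venous array, so that these differences rest on venous values near background. All 4 changed the same way in all 3 rats and each had an adjusted p of 1 in limma. When only the 126 microRNAs detected on all arrays were fitted, rno-miR-3584-5p was past the cutoff and rno-miR-378b was not, with adjusted p-values from limma of 0.203 and 0.646. When the 201 microRNAs detected on at least 1 array were fitted, rno-miR-883-5p had an adjusted p of 0.0482 from limma. Its difference still rests on venous values near background. Each of the 10 splits of the 6 samples into groups of 3 gave at least as many calls as the true one. Of these, the 4 that part all 3 pairs, the true one included, compare with it and gave 6 each, while the other 6 rest on the difference within 1 rat and gave 24 to 41. Since 4 splits cannot give a share under 0.25, chance cannot be excluded in any case.

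Of the 4, 1 changed direction under at least 1 of 5 other scalings. rno-miR-378b went to 0.01 without normalization between arrays and to 0.09 with hybridization spike-ins, against a shift of 0.40 and 0.49 in the median of the microRNAs detected on every array, so that relative to this shift it stayed lower in arterial plasma. A scaling that shifts all microRNAs alike cannot decide whether a single one differs from the others, so that this test leaves the role of scaling open. rno-miR-3584-5p ranged from 0.60 to 1.51, rno-miR-883-5p from 1.43 to 2.15 and rno-miR-125a-5p from 0.03 to 0.95 over these scalings. A difference in red cell lysis between the arterial and venous samples stays open, since the erythrocyte list was lower in the arterial plasma of 2 rats and higher in that of the other. A biological difference between arterial and venous plasma was not tested apart from these.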

How the results depend on the processing

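The alternatives were set before the data were examined, except normexp, flagged spots kept, floor-bound microRNAs left out, spike-in scaling, the one-sided tests and the grouping of Table 1's microRNAs in the authors' table, which were chosen after seeing the data. Normexp on the mean spot intensity was not run, and the median spot intensity took its place. Of 25 alternatives for the number of microRNAs at an adjusted p of 0.05, 23 gave 0, and 1 each was called when only microRNAs detected on at least 1 array were fitted (rno-miR-883-5p) and by the methods' t-test on the authors' table (rno-miR-125b-5p). The log2 difference of rno-miR-139-3p stayed above 0 under all 25, from 0.38 to 1.73. The number of detected microRNAs stayed higher in arterial plasma, by 14.3 in the main setting, by 10.3 with spots well above background, and by 3 to 26.5 with 1 rat left out. The liver list's median of 0.21 moved within its spread between rats, from -0.14 to 0.78.

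The main counts were 4 arterial and 2 venous microRNAs at 0.025 (66.7% arterial), 17 of Table 1 in the paper's direction, 5 the same way in all rats and 1 past the cutoff. Without the rat as a block, in place of the paired fit, they were 3 arterial and 2 venous, with 2 of Table 1 past the cutoff and rno-miR-139-3p past it at 1.16. With the slide as block they were 2 and 3 (40%). The methods' t-test gave 2 and 2. An intensity trend gave 6 and 2, with 3 of Table 1 and rno-miR-139-3p (1.16) past the cutoff.

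With the 75th percentile over detected microRNAs, 3 arterial and 4 venous microRNAs (42.9% arterial) were called, 2 of Table 1, and rno-miR-139-3p at 1.22. Over all microRNAs it gave 2 and 3 (40%), 0 of Table 1 past the cutoff, 3 the same way in all rats, and 5 samples nearest to their own rat in place of 4. No normalization gave 4 and 1 (80%), 11 of Table 1 in the paper's direction, 5 samples nearest to their own rat, and reversed rno-miR-500-3p (0.089), rno-miR-342-3p (0.13), rno-miR-378b (0.0077), rno-miR-150-5p (0.037) and rno-miR-425-5p (0.090). The erythrocyte and muscle list medians, -0.15 and 0.07 in the main setting, were 0.34 and 0.52 there. Labelling spike-ins gave 1 and 1 (50%), with 11, 1 and 0 of Table 1 in direction, the same way and past the cutoff, platelet and leukocyte and muscle medians of -0.48 and -0.30, and reversed rno-miR-125b-5p (-0.23), rno-miR-126a-3p (-0.17), rno-miR-874-3p (-0.27) and rno-miR-99a-5p (-0.016). Hybridization spike-ins gave 4 and 0 (100%), with 11, 3 and 0 of Table 1, and reversed rno-miR-500-3p (0.18), rno-miR-342-3p (0.21), rno-miR-378b (0.094), rno-miR-150-5p (0.12) and rno-miR-425-5p (0.18), with erythrocyte, platelet and leukocyte and muscle medians of 0.43, 0.43 and 0.61. In these 3 settings 15, 17 and 16 microRNAs of Table 1 had a difference. The settings shifted the median of the microRNAs detected on every array by 0.40, -0.42 and 0.49. Relative to this shift each of the 14 reversed differences kept its main direction, as did the 6 list medians that changed sign. Subtracting the shift gives each item almost the same value under all these settings, so that they repeat 1 comparison and are not separate support.

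The total gene signal gave 7 of Table 1 in direction, of 8 with a difference, and 2 past the cutoff, rno-miR-139-3p at 1.48, 2 samples nearest to their own rat and a muscle median of 0.22. The brightest probe gave 8 arterial microRNAs, rno-miR-139-3p at 1.10, a similarity of 0.908, 5 samples nearest to their own rat, and reversed rno-miR-874-3p (-0.21). The authors' table gave 8 and 4 in limma, 24 of Table 1 the same way and 4 past the cutoff, rno-miR-139-3p at 0.52, a similarity of 0.871, 4.93 shuffled venous calls, and rno-miR-425-5p at 0.0027, with 2 calls shared with the main setting. The methods' t-test on it gave 8 and 6, 13 of Table 1 past the cutoff, rno-miR-139-3p at 0.52 and rno-miR-425-5p at 0.0027. The one-sided test on it gave 10 and 14, 24 of Table 1, rno-miR-139-3p at 0.53, rno-miR-425-5p at 0.0056, and 4.43 and 8.88 shuffled calls. On all spots but the first it gave 10 and 10, with rno-miR-139-3p past the cutoff at 0.47. Normexp gave 8 and 5, 12 of Table 1 the same way and 4 past the cutoff, rno-miR-139-3p at 0.38, a similarity of 0.960 and 5 samples. With flagged spots kept there were 4 venous calls, 3 of Table 1, rno-miR-139-3p at 1.16 and a similarity of 0.882. The cause of these changes was not tested.

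A floor of 0.1 gave 10 arterial calls, 3 of Table 1, rno-miR-139-3p past the cutoff at 1.16, all 6 samples nearest to their own rat, and 5.75 and 6.20 shuffled calls, against 2.11 and 2.21. A floor of 10 gave 0 arterial calls, 7 of Table 1 in direction, 5 samples, and 0.24 and 0.26 shuffled calls. With only microRNAs detected on all arrays there were 0 venous calls, 7 of Table 1 in direction, rno-miR-139-3p past the cutoff at 1.16, a similarity of 0.971 and 6 samples. With those detected on at least 1 array the values were 0, 8, 1.16, 0.982 and 6. Without floor-bound microRNAs there was 1 venous call, rno-miR-139-3p at 1.16, and 3.74 and 3.68 shuffled calls. At a floor of 10 and with only microRNAs detected on all arrays, 7 of Table 1 had a difference, and 8 did with those detected on at least 1 array. All of these were in direction, so that no direction of Table 1 was reversed there. The filters test fewer microRNAs and had a firmer prior in limma, and why the floors changed the numbers of calls was not tested.

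With 1 rat left out, arterial calls ranged from 8 to 19, venous calls from 9 to 14, Table 1 microRNAs the same way from 5 to 10 and past the cutoff from 1 to 3, and the similarity from 0.911 to 0.939. These fits have fewer samples and a single residual degree of freedom. Other measures of similarity were 0.992 (Pearson) and 0.907 (mean within rats). Table 1's microRNAs, row-scaled, gave 3 samples nearest to their own rat, or 6 in the authors' table, and Euclidean distance gave 5. Of the 758 microRNAs, 557 were detected on no array, and whether signal over background limits the calls was not tested.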

Differences from the paper's values

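Counts are called near the paper's value when neither is more than 1.5 times the other. Averages over shuffles and fold changes are also called near when they differ by no more than the SD, between the 100 shuffles of the main setting (1.41 arterial, 1.44 venous) or between rats, except that the factor alone decides for rno-miR-139-3p. The correlation is called near when it differs by no more than the SD between rats of 0.0230. The paper gives a Spearman correlation of 0.863 between the arterial and venous profiles, and the value here is 0.937. Of 15 alternatives set before the data were examined, only the authors' quantile-normalized table (0.871) is near it. So is keeping flagged spots (0.882), which was chosen after seeing the values.

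The paper calls 24 differentially expressed microRNAs, 10 arterial and 14 venous, against 6, 4 and 2 here. For the total, the settings without replicate 1, 2 or 3 (33, 19 and 17) are near the paper's value and the other 15 alternatives set before the data were examined are not. For the arterial count, the authors' table in limma (8), the methods' t-test on it (8), the brightest probe (8), a floor of 0.1 (10) and the settings without replicate 2 or 3 (9 and 8) are, and the other 12 are not. For the venous count, the settings without replicate 1 or 2 (14 and 10) are, and the other 16 are not. The one-sided paired test on the linear values of the authors' table, chosen after seeing the values, gives 10 and 14 and calls the same 24 microRNAs. The one-sided test on all spots but the first (10 and 10) and, for the arterial count, normexp (8) were also chosen after seeing the values and are near the paper's.

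The paper gives averages of 4 arterial and 8 venous calls in shuffled profiles, and about 9.2 venous in Fig. 2B, read by eye. The values here are 2.11 and 2.21. For the arterial average, the authors' table (2.62), the brightest probe (2.86), a floor of 0.1 (5.75) and the settings without replicate 1, 2 or 3 (3.43, 3.38 and 3.41) are near the paper's value and the other 7 alternatives set before the data were examined are not. For the venous average, only a floor of 0.1 (6.20) is, and the other 12 are not. Of the settings chosen after seeing the values, the one-sided test on the authors' table (4.43 and 8.88) is near both, and normexp (2.64) and leaving out floor-bound microRNAs (3.74) are near the arterial one.

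The paper lists all 24 microRNAs of Table 1 as changed the same way in all rats, and 5 of the 24 did so here, where a difference of exactly 0 in a rat was not counted. The authors' table, set as an alternative before the data were examined, gives 24, and the other 12 such alternatives are not near it.

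The paper gives a fold change of 1.439 for rno-miR-139-3p, and the value here is 2.23 on the background-subtracted scale and 1.44 on the scale of the authors' table, which includes the background. The value of 2.23 is taken from the mean log2 difference, while the paper compared mean normalized values. Of the alternatives set before the data were examined, the authors' table in limma and with the methods' t-test (1.44 each), the brightest probe (2.15) and the setting without replicate 3 (1.91) are near the paper's value, and the other 14 are not. Normexp (1.30), labelling spike-ins (1.76) and the one-sided tests (1.44 on the authors' table, 1.39 on all spots but the first), chosen after seeing the values, also are.

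The notes of Table 1 and the text of the paper give different p-value cutoffs. The paper shows the matched samples of each rat clustered together, and over all 758 microRNAs 4 of the 6 samples here were nearest to the other sample of their rat. Over the 24 of Table 1 in the authors' table, a setting chosen after seeing the values, all 6 were.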

Other observations

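The comparison of brightness with negative controls and the count past the cutoff in the other spots were chosen after the result was seen, as were all settings of the one-sided test and the label swaps in the authors' table. The other tests were written before their results were seen.

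The 24 microRNAs of Table 1 rest, in the authors' table, on 1 spot of each probe. If the 7 detected on all arrays came from noise of single spots alone, their direction would recur in the other spots of the same probes for about 50%. It recurred in all 7, which argues against such noise for their direction. It also recurred for 86.5% of all microRNAs detected on every array, so that this does not set the 7 apart from them, and only 1 of the 7 and of the 24, rno-miR-139-3p, was again past the one-sided cutoff in the other spots, so that noise of single spots stays open for their passing the cutoff. Among the 16 detected on no array the direction recurred in 12, against a mean of 8.01 in 10000 random sets of 16 from the 541 other undetected microRNAs, and 3.77% of these sets reached at least 12, so that noise of single spots stays open there. The brightness of the first spots of the 16 was 0.981 times that of the median negative control spot of the same array on average (0.937 to 1.05 between arrays), against 1.98 for the 7 detected ones. It was 0.983 for all undetected microRNAs, and the 16 were taken because they were undetected, so that this ratio does not decide whether background brightness made them pass the cutoff. The local background around the first spots may contribute to their signal: across the 557 undetected microRNAs, the difference in spot brightness between the arrays of a rat followed the difference in local background in each rat, weakly in rats 1 and 2 (Spearman 0.110 and 0.112) and more in rat 3 (0.456), and the mean local background of 11 of the 16 differed in the direction of Table 1. MicroRNAs are not independent replicates here. A difference of these 16 microRNAs between arterial and venous plasma below the detection limit stays open.

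With the values of the authors' table, the counts in limma were 12 for the true split and 9, 7 and 17 for the other splits of the 6 samples that part all 3 pairs, so that 2 of these 4 gave at least as many calls as the true one. Since 4 splits cannot give a share under 0.25, chance cannot be excluded in any case. Over all splits it was 8 of the 10, but those that part 1 pair, which rest on the difference within that rat alone, gave 13 calls where it was rat 1 or 2 and 89 where it was rat 3. In the intensities of all spots the 4 splits that part all 3 pairs gave 6 calls each, and all 10 of the 10 splits gave at least as many as the true one.

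The venous array of rat 3 was the dimmest before normalization, with a median intensity of the detected microRNAs of 0.571 times that of the arterial array of the same rat. The labelling spike-ins, added before labelling, were at 0.415 times, so that a less efficient labelling may explain it, while the hybridization spike-ins were at 1.05 times. In rat 2 the labelling spike-ins were also lower on the venous array (0.432) and the detected microRNAs were brighter (1.27), and in rat 1 the spike-ins were equal (1.00) and the microRNAs dimmer (0.616), so that the spike-ins do not follow brightness in all rats.

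Blood cell and tissue lists were fixed before the data were examined. The median log2 difference (arterial minus venous) was -0.15 over 5 erythrocyte microRNAs, -0.03 over 6 platelet and leukocyte microRNAs, 0.21 over 2 liver microRNAs and 0.07 for the 1 muscle microRNA detected on at least 3 arrays, rno-miR-133b-3p. Each is smaller than the spread between rats (SD 0.345, 0.410, 0.639 and 0.0879). The erythrocyte list was at -0.24, -0.45 and 0.23 in rats 1, 2 and 3, lower in the arterial plasma of 2 rats, so that by this median a difference in red cell lysis between the plasma types cannot be told apart from variation between rats. In each rat this median was the value of rno-miR-16-5p. Abundant members included rno-miR-451-5p at 10.49 in arterial and 10.23 in venous plasma on the log2 scale and rno-miR-16-5p at 8.56 and 8.71. Another, rno-miR-486 (8.19 and 8.76), was lower in the arterial plasma of all 3 rats (-0.23, -1.02 and -0.47). It was the only one of the 5 to change the same way in all rats, and 2 of the 5 were higher in arterial plasma on average. rno-miR-451-5p had a difference of exactly 0 in rats 1 and 2, where quantile normalization gave equal values to equal ranks, so that its direction says nothing in these rats. The median of each of the 4 lists changes sign under some scalings that shift all microRNAs, and none does relative to that shift, which cancels alike under each of them. Signs also changed in settings that are no such shift. The platelet and leukocyte median was 0.09 without rat 1 and 0.08 without rat 2. The liver median was -0.10 without rat 2, and the muscle value was -0.02 in the authors' table. The liver list holds rno-miR-122-5p (0.44) and rno-miR-192-5p (-0.03). rno-miR-126a-3p is in Table 1 and in the platelet and leukocyte list.

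By the naming rule, the 5 microRNAs with the smallest p toward arterial plasma also include rno-miR-143-3p (0.74) and rno-miR-99a-5p (0.43). Toward venous plasma they include rno-miR-150-5p (-0.40), rno-miR-425-5p (-0.36) and rno-miR-17-5p (-0.47). Each has an adjusted p of 1 in limma and changed the same way in all 3 rats. Of these rno-miR-99a-5p, rno-miR-150-5p and rno-miR-425-5p reverse under some scalings that shift all microRNAs, and not relative to that shift. rno-miR-425-5p also lost its direction in the authors' table, which is not such a scaling. It was at 0.0027 there in limma and with the methods' t-test, and at 0.0056 with the one-sided test.

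Of the 7 microRNAs that Table 2 lists for enriched tissue expression, only rno-miR-874-3p was detected on these arrays, on all 6, with a log2 difference of 0.17 (adjusted p = 1 from limma) that turned to -0.21 with the brightest probe. The other 6 (rno-miR-196a-5p, rno-miR-539-3p, rno-miR-543-3p, rno-miR-1-3p, rno-miR-7a-2-3p and rno-miR-325-3p) were detected on none. Of the 5 microRNAs that the paper measured by quantitative PCR in other animals, rno-miR-139-3p, rno-miR-423-5p and rno-miR-125b-5p were detected on all arrays and rno-miR-1-3p and rno-miR-340-3p on none. For all 5 the paper reports a significant difference by quantitative PCR in the direction of the arrays.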
